A study of Homo sapiens with 18 samples.

How the data were processed

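The data are small RNA sequencing libraries of HEK293T cells (3 with an empty vector, 3 with ANG overexpression) and U2OS cells (wild type and ANG-knockout clones 3 and 5, untreated or with arsenite, 2 libraries each). Per the labels' protocols, total RNA was ligated to adaptors with a commercial small RNA kit, amplified, and selected on a gel for inserts of 15 to 50 nt; no molecular identifiers are mentioned. Groups and replicate numbers were taken from the sample labels.

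For each library the authors deposited a table of tRNA fragments that, per its name, came from the small RNA annotation tool unitas. Its version, the adapter trimming, the mismatch setting, the tRNA set and the genome build are not stated, so no coordinates are given and tRNAs carry the names in the tables. The expected counts (fractionated read counts) divide a read over all the tRNA sequences it maps to, per the file headers. The absolute counts give the read in full to each of these tRNAs, per the file headers. The values were taken as raw counts. The sums of fractionated counts ranged from 346655 to 4657150 per library, so the tables were not scaled to a common total. The sum of absolute counts was 4.47 to 8.12 times the sum of fractionated counts, so the average read matched several tRNA genes. That ratio cannot show whether values are raw, because scaling a library would not change it. Only reads assigned to tRNAs are in the tables, so each depth is a total of tRNA fragment reads and not of the library. A change that affects all tRNA fragments alike, or their share among small RNAs, cannot be seen in these data.

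Fractionated counts were summed over the tRNA genes of one anticodon within each of the 8 fragment classes, giving 540 fragments from 71 anticodon names (49 nuclear), and rounded to whole numbers. Summing was meant to reduce the ambiguity between near-identical genes, and how much of it this removes was not measured. Fragments of tRNAs of different anticodons with similar ends remain uncertain. Class shares are percents of a library's fractionated reads, with 95% Wilson intervals and a floor of 3 reads.

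Fragments were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) after filterByExpr with its default minimum count of 10 and TMM scaling, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The 6 HEK293T libraries were fitted alone. The 12 U2OS libraries were fitted together with 1 mean per group, so that 6 groups of 2 share one estimate of the spread, and knockout contrasts average the 2 clones. Standard errors are the log2 fold change divided by the square root of the F statistic. Class shares were compared by exact two-sided permutation tests, within genotype for arsenite (216 arrangements), and adjusted over 8 classes. The fragments named are those past the threshold with a mean of at least 50 counts in which every library of one side exceeded every library of the other (each genotype apart for arsenite, paired responses for the interaction): the 3 with the smallest p in each direction. The 5′ tR-halves of tRNA-His-GTG, tRNA-Gly-GCC, tRNA-Glu-CTC and tRNA-Lys-CTT are named whatever their values. The rule, the groups, the designs and the alternatives, except 1 named below, were fixed before the data were examined.

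The replicate numbers shared by groups come from the sample labels, which do not say whether equal numbers mean cultures handled together. Whether they pair libraries was checked from the correlation of same-numbered libraries' deviations from their group means. A replicate block was fitted beside the 8 fragment comparisons and the 3 class share comparisons. No block result is given for the tests of single clones or of the difference between the clones' responses. The alternatives were DESeq2 1.42.0, edgeR on total fragment counts without TMM, scaling to the 3′ CCA-tRF counts of each library, no filter, at least 10 counts in every library, source tRNAs counted apart, replicate blocks, fits of only the groups compared, and each library left out in turn. For class shares they were absolute counts, nuclear tRNAs only, log2 ratios to the 3′ CCA-tRFs, paired tests and each library left out. The crossed replicate block was added after seeing the data.

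The fits were tested on simulated counts drawn from the real means and library sizes with the spread that edgeR estimates, with 60 of the simulated fragments changed by a log2 of 2 in either direction. At the HEK293T spread without a block (coefficient of variation 0.651) edgeR called 0 of 385 fragments. At the spread with the block (0.275) it recovered 91.7% of the changed ones with no false call. Both HEK293T simulations gave all fragments a common spread, had no replicate effect and were fitted without a block. The blocked design itself was therefore not simulated. At the U2OS spread (0.244), among 314 fragments, it recovered 100% for the arsenite contrast in the knockout clones with 3.2% of calls false, and 88.3% for the interaction with 3.6% false. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables, permutation tests and figures.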

Results

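Fragments of transfer RNA (tRNA) were counted in 18 small RNA libraries from 2 human cell lines. HEK293T, a line derived from embryonic kidney, had been transfected for 72 hours with an empty vector or with a vector that expresses angiogenin (ANG), a secreted ribonuclease, with 3 libraries in each group. U2OS, an osteosarcoma line, was studied as wild type and as 2 ANG-knockout clones, called clone 3 and clone 5. Each of these was left untreated or was treated with 1 mM sodium arsenite, an oxidative stressor, for 1 hour, with 2 libraries in each of the 6 groups. The reads had been assigned to 8 fragment classes. The 5′ and 3′ tR-halves reach from an end of the mature tRNA to the anticodon loop, and the 5′ tRFs and 3′ CCA-tRFs are shorter pieces from the same ends, the latter carrying the added CCA. The 3′ tRFs lack the CCA, tRF-1 are the trailers cleaved from precursor tRNA, tRNA-leaders are the 5′ leaders of precursors, and misc-tRFs are the remaining fragments.

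The reads assigned to tRNA fragments, each split over its source tRNAs, summed to 916516 to 4657150 per HEK293T library and to 346655 to 1894469 per U2OS library. They came from 461 source tRNAs, of which 420 were nuclear and 41 mitochondrial, and 450 of them were listed in every library. At these depths the widest 95% Wilson interval of a class share was 0.333 percentage points, and the smallest share that a library could show (3 reads) was at most 0.000865%. Intervals and floors cover counting error only, because amplified reads without molecular identifiers are not independent molecules. The abundance of the ANG transcript was not analysed here, so the overexpression and the knockouts rest on the labels. No 2 libraries of a group agreed within sampling noise: the chi-square per degree of freedom between replicates was at least 23.5.

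The HEK293T libraries of one group were not equally close to each other. The log2 counts of replicates 2 and 3 correlated across fragments with r = 0.995 for the empty vector and 0.990 for ANG, against 0.830 to 0.854 for the pairs that included replicate 1. Mitochondrial fragments made up 16.3% of the reads of empty-vector replicate 1, compared with 1.59% and 1.66% in replicates 2 and 3. Replicate 1 of the ANG group had 4.21%, and replicates 2 and 3 had 1.37% and 1.32%. In the U2OS libraries the mitochondrial share ranged from 0.966% to 3.77%.

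The first comparison asked which fragments change when ANG is raised. Reads of 5′ tR-halves made up 15.5% ± 3.12 (SD, n = 3) of the fragment reads with the empty vector and 50.1% ± 20.8 (SD, n = 3) with ANG. Every ANG library lay above every empty-vector library, and the difference of 34.6 percentage points exceeded the within-group SD of 14.9. An exact two-sided permutation test gave p = 0.1 (adjusted for 8 classes, 0.16), and 3 libraries against 3 cannot give less than 0.1. The large SD came from replicate 1 of the ANG group, where the share was 74.1% (95% Wilson interval 74.0% to 74.1%), while replicates 2 and 3 gave 37.3% (37.3% to 37.4%) and 38.8% (38.7% to 38.9%). Within replicate 1, which holds 1 library per group, the share was 19.0% with the empty vector and 74.1% with ANG. Within replicates 2 and 3 it was 14.5% and 13.01% with the empty vector, so the ANG libraries were higher in each. Leaving out 1 library at a time moved the difference more than any other alternative, to between 22.6 and 40.9 points.

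The shares of the 3′ CCA-tRFs fell from 12.2% ± 0.598 to 6.36% ± 2.49 (SD, n = 3 each; exact permutation p = 0.1). The 3′ tRFs fell from 7.68% ± 0.53 to 3.73% ± 1.86, and the misc-tRFs from 19.3% ± 7.99 to 8.31% ± 0.49, with the same exact p. The tRNA-leaders fell from 0.353% ± 0.175 to 0.193% ± 0.006, also with that exact p. The 3′ tR-halves made up 1.03% ± 1.07 and 2.48% ± 0.479 (exact permutation p = 0.3), the 5′ tRFs 2.16% ± 0.06 and 1.96% ± 0.884 (exact p = 0.8). The exact p of the 3′ tR-halves depended on the processing. It was 0.1 with nuclear tRNAs only (1.82 points) and with absolute counts (2.51 points). As a log2 ratio to the 3′ CCA-tRFs (2.79) it was also 0.1. The tRF-1 made up 41.8% ± 11.96 and 26.9% ± 17.5 (exact p = 0.3), a difference of 14.9 points in size against a within-group SD of 15.0. With absolute counts, which weight each read by the number of tRNAs it matches, the tRF-1 difference was -3.65 points. Points of the 2 countings have different bases and do not compare in size. Same-numbered libraries deviated together (r = 0.746 across fragments), and in all 3 same-numbered pairs the tRF-1 share was lower with ANG (28.0% and 6.79%, 48.4% and 38.5%, 49.1% and 35.4%). The 3′ tR-halves share was higher in all 3 pairs (2.27% and 3.03%, 0.379% and 2.21%, 0.442% and 2.20%). An exact sign-flip test over the pairs, the replicate block form, gave p = 0.25 for tRF-1, 3′ tR-halves, 5′ tR-halves and 3′ CCA-tRFs, the smallest that 3 pairs can give. A single fragment, the tRF-1 of tRNA-Ser-TGA, held 28.2% to 38.8% of the reads in replicates 2 and 3 of both groups. Shares sum to 100 within a library, so a rise of one class lowers the others.

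**Figure D1:**
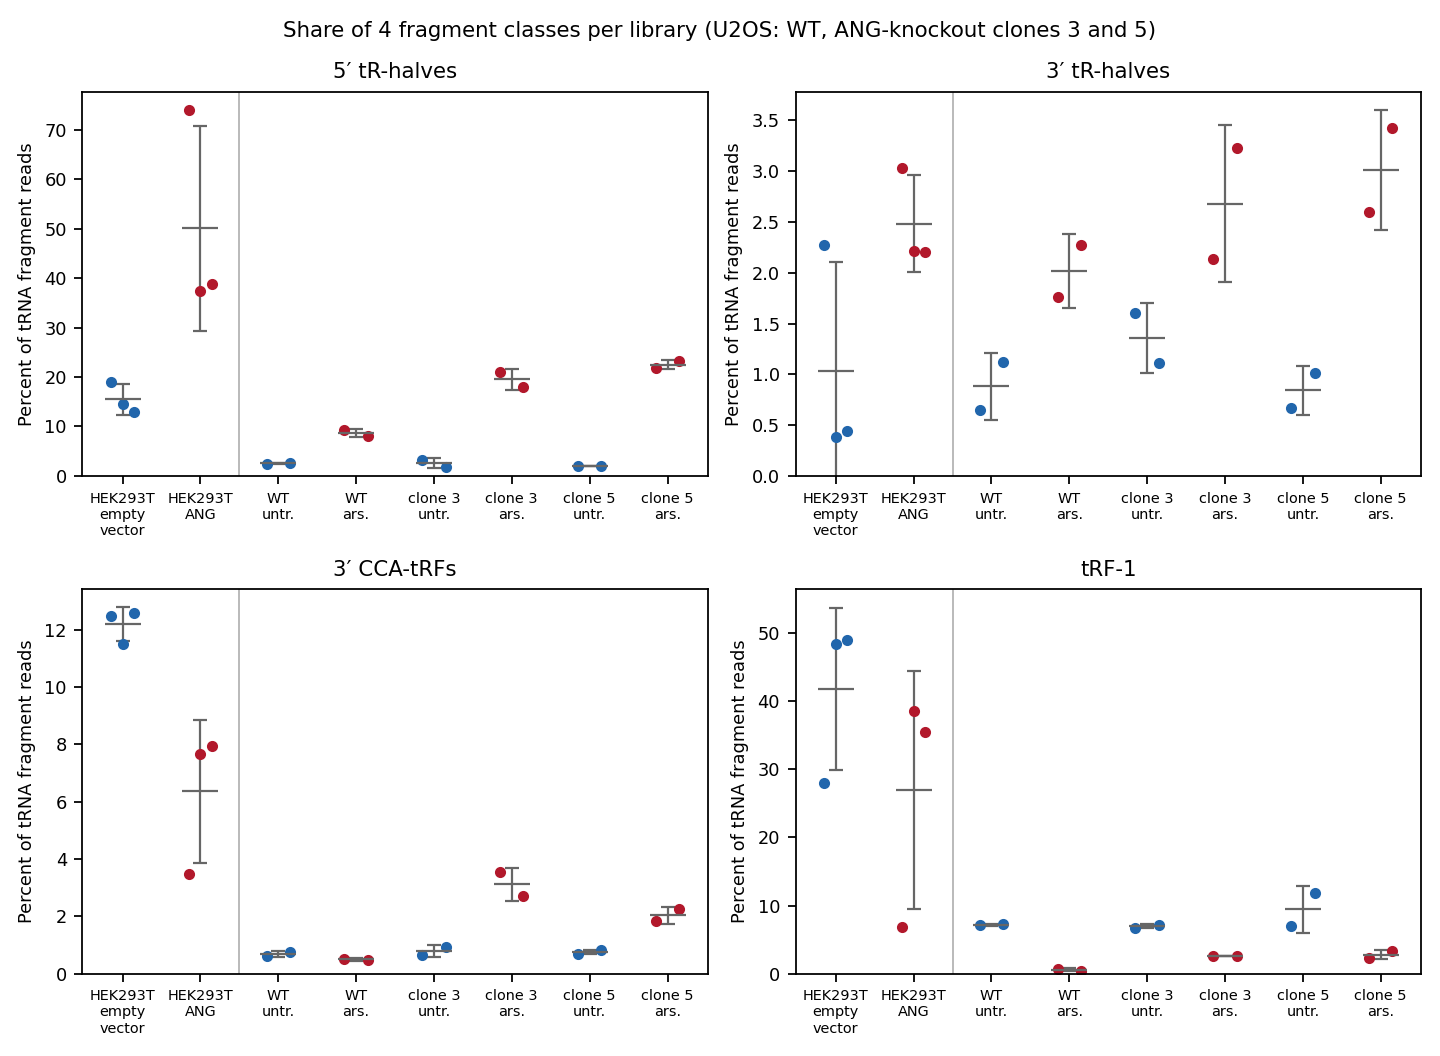
Percent of tRNA fragment reads in 4 classes (y axis, from 0) for each of the 8 groups (x axis; WT, wild type; untr., untreated; ars., arsenite). Points are libraries, blue for the empty vector or untreated cells and red for ANG or arsenite, and bars are the mean ± SD. The 5′ tR-halves averaged 15.5% and 50.1% in HEK293T, and in wild-type U2OS they averaged 2.53% untreated and 8.71% with arsenite.

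Fragments were then tested one by one, summed over the tRNA genes of an anticodon within each class, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Of 383 fragments tested in HEK293T, 12 were changed by ANG at an adjusted p under 0.05, and all 12 rose. They were 8 of 48 5′ tR-halves and 4 of 48 3′ tR-halves, and no fragment of the other 6 classes passed. The median log2 change of all fragments was -0.08 under TMM, -0.66 on total fragment counts and 0.33 when scaled to 3′ CCA-tRF counts. Relative to it the 5′ tR-halves had medians of 1.73, 1.70 and 1.66. A scaling shifts all fragments nearly alike, so these relative values hardly move by construction and are no test of the scaling. An unadjusted p under 0.05 was reached by 56 fragments. Same-numbered libraries of the 2 groups deviated together from their group means (r = 0.746 across fragments, against -0.268 for different numbers). Deviations from a group mean cancel out within the group, so a high value for same numbers tends to make the other negative. A departure of replicate 1 alone in both groups could give both values. They therefore do not show that replicates 2 and 3 pair by number. With the replicate number as a replicate block, 59 fragments were changed, 58 up and 1 down, among them 26 5′ tR-halves and 31 3′ tR-halves. The biological coefficient of variation fell from 0.651 without the block to 0.275 with it. Of the alternatives, counting each source tRNA apart moved the number most, to 91.

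The smallest p-values without the block were those of the 3′ tR-halves of tRNA-Glu-CTC, which rose from 286 ± 21.0 to 7332 ± 1241 CPM (TMM-scaled counts per megaread; SD, n = 3 each). Their log2 fold change was 4.68 ± 0.32 (SE; adjusted p = 0.0012). The 3′ tR-halves of tRNA-Glu-TTC rose from 170.1 ± 11.98 to 4701 ± 1458 CPM (log2 4.79 ± 0.39, adjusted p = 0.00175). For tRNA-SeC-TCA the 5′ tR-halves rose from 15.2 ± 7.18 to 457 ± 188 CPM (log2 4.89 ± 0.65, adjusted p = 0.0234). No fragment fell past the threshold.

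Of 4 5′ tR-halves chosen before the data were examined, that of tRNA-Glu-CTC rose by 2.44 ± 0.42 on the log2 scale (adjusted p = 0.0333), from 20114 ± 1415 to 108820 ± 40122 CPM. Those of tRNA-Gly-GCC (2.30 ± 0.84, adjusted p = 0.28), tRNA-His-GTG (2.89 ± 1.09, adjusted p = 0.288) and tRNA-Lys-CTT (2.85 ± 1.06, adjusted p = 0.284) were higher in every ANG library than in every empty-vector library, but did not pass. With the replicate block, tRNA-His-GTG passed (3.36 ± 0.39, adjusted p = 3.98e-05), while tRNA-Gly-GCC (1.86 ± 0.63, adjusted p = 0.0751) and tRNA-Lys-CTT (1.76 ± 0.72, adjusted p = 0.156) did not. The adjusted p-values are from edgeR.

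The second comparison asked which fragments change under arsenite. Over wild type, clone 3 and clone 5, arsenite raised the 5′ tR-halves share by 14.6 percentage points (exact two-sided permutation test within genotypes, p = 0.0093, the smallest it can give, adjusted 0.0247). In wild type the share rose from 2.53% ± 0.09 to 8.71% ± 0.851 (SD, n = 2 each), in clone 3 from 2.56% ± 1.01 to 19.5% ± 2.16, and in clone 5 from 2.02% ± 0.005 to 22.5% ± 0.978. The 3′ tR-halves rose by 1.54 points and the tRF-1 fell by 5.90 points, with the same exact p and adjusted p, and both moved in the same direction in all 3 genotypes. The tRF-1 fell from 7.14% ± 0.098 to 0.547% ± 0.199 in wild type, from 6.97% ± 0.305 to 2.53% ± 0.018 in clone 3 and from 9.44% ± 3.42 to 2.79% ± 0.704 in clone 5. With absolute counts the tRF-1 share over the 3 genotypes changed by -0.793 points, at the same exact p of 0.0093. Absolute counts weight each read by the number of tRNAs it matches. The shares of the 2 countings thus have different bases, and their points do not compare in size. The other 5 classes had exact p-values of 0.0556 to 0.0833. In an exact sign-flip test over the 6 same-numbered pairs (the paired form of the test, a replicate block), the 5′ tR-halves, the 3′ tR-halves and the tRF-1 each had p = 0.0312. The deviations of same-numbered untreated and arsenite libraries had r = -0.043 in wild type, -0.042 in clone 3 and 0.076 in clone 5, so the numbers carried little pairing. Relative to the 3′ CCA-tRFs of the same library, the rise of the 3′ tR-halves was not past the threshold (log2 ratio 0.37, exact p = 0.435).

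In edgeR's fit of all 12 U2OS libraries, 85 of 349 fragments were changed by arsenite in wild type (40 up, 45 down), 207 in the knockout clones (121 up, 86 down), and 185 over the 3 genotypes (108 up, 77 down). With the replicate block the numbers were 87, 219 and 189, and with pairs nested in genotype or clone they were 86, 209 and 180. Counting source tRNAs apart moved them most, to 222, 904 and 672. The balance of directions depended on the method. In the knockout clones, 31 rose and 218 fell when scaled to 3′ CCA-tRF counts. There 93 rose and 106 fell with DESeq2, and 154 rose and 55 fell on total fragment counts. Over the 3 genotypes the same 3 settings gave 41 up and 186 down, 89 up and 88 down, and 127 up and 60 down. In wild type the fragments that rose included 15 of 35 5′ tR-halves and 17 of 44 3′ tR-halves, and 35 of 45 tRF-1 fell, while 1 of the 3′ tR-halves fell. In the knockout clones 36 tRF-1 fell and 4 rose, 17 5′ tR-halves rose and 1 fell, and 22 3′ tR-halves rose and 3 fell under TMM. When scaled to 3′ CCA-tRF counts 40 tRF-1 fell, and 10 of each kind of tR-halves rose and 15 fell. In the same clones 37 of 49 3′ CCA-tRFs and 23 of 44 3′ tRFs rose under TMM, against 8 and 2 when scaled to 3′ CCA-tRF counts. The median log2 change of all fragments was -0.08 in wild type and 0.24 in the knockout clones under TMM scaling. Scaled to the 3′ CCA-tRF counts of each library it was 0.18 and -1.10, and the direction of many fragments in the knockout clones depended on this choice. The 3′ CCA-tRF share itself rose with arsenite from 0.792% to 3.12% in clone 3 and from 0.752% to 2.03% in clone 5. In wild type it fell from 0.686% to 0.494%. That scaling thus divides by a reference that moved, so part of its falls in the clones follows from the choice of reference.

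**Figure D2:**
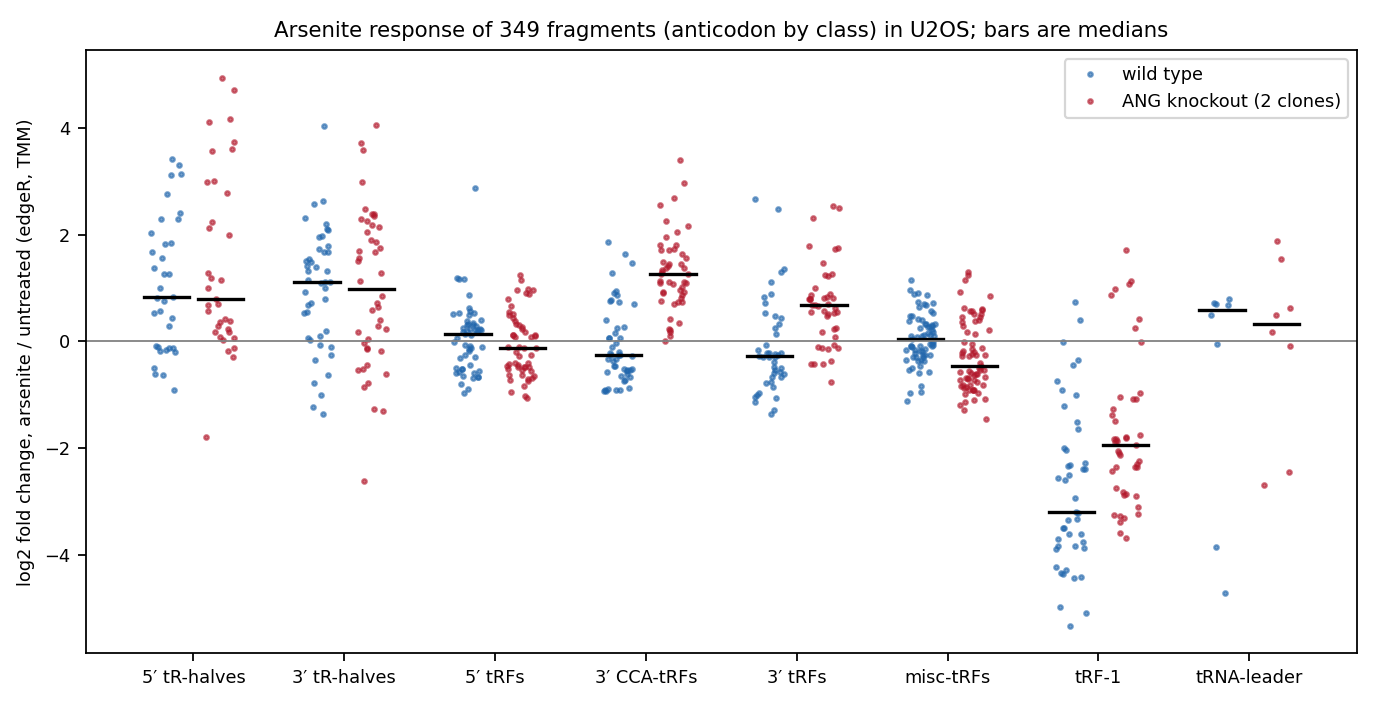
Log2 fold change of arsenite over untreated (y axis; edgeR, TMM scaling) for each of 349 fragments in 8 classes (x axis), in wild-type U2OS (blue) and over the 2 ANG-knockout clones (red), with class medians as black bars. The tRF-1 medians were -3.18 and -1.93, and the 3′ CCA-tRF medians were -0.26 in wild type and 1.26 in the knockout clones; scaled to 3′ CCA-tRF counts, the latter median was -0.11.

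The fragments with the smallest p-values were largely shared by both genotypes. The 5′ tR-halves of tRNA-Val-CAC rose in wild type from 884 ± 66.8 to 8681 ± 207 CPM (SD, n = 2 each), with a log2 change of 3.29 ± 0.33 (SE; edgeR adjusted p = 2.28e-07). In the knockout clones their change was 4.71 ± 0.25 (adjusted p = 7.82e-11). Those of tRNA-Gly-GCC rose by 3.41 ± 0.37 in wild type (adjusted p = 7.46e-07), from 3591 ± 544 to 38278 ± 7906 CPM, and by 4.94 ± 0.28 in the knockout clones (adjusted p = 1.58e-10). Those of tRNA-Glu-CTC rose by 2.39 ± 0.30 (adjusted p = 4.39e-06) and 3.004 ± 0.22 (adjusted p = 3.57e-09). Over the 3 genotypes the changes of these 3 fragments were 4.24, 4.43 and 2.80.

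Among the fragments that fell, the tRF-1 of tRNA-Ala-CGC changed by -5.08 ± 0.36 in wild type (from 2008 ± 230 to 59.7 ± 10.9 CPM, adjusted p = 9.01e-09) and by -3.58 ± 0.23 in the knockout clones (adjusted p = 6.52e-10). The tRF-1 of tRNA-Ile-AAT changed by -4.22 ± 0.33 and -3.10 ± 0.22. The tRNA-leader of tRNA-His-GTG changed by -4.71 ± 0.36 in wild type (adjusted p = 1.71e-08). The tRF-1 of tRNA-Asp-GTC was among the 3 strongest falls in the knockout clones (-3.26 ± 0.25) and over the 3 genotypes (-3.95 ± 0.22).

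The other 5′ tR-halves chosen beforehand also rose. That of tRNA-His-GTG rose by 2.03 ± 0.42 in wild type (adjusted p = 0.000966) and by 1.15 ± 0.29 in the knockout clones (adjusted p = 0.00264); scaled to 3′ CCA-tRF counts, the knockout change was -0.19 (adjusted p = 0.667). That of tRNA-Lys-CTT rose by 1.27 ± 0.45 (adjusted p = 0.0483) and 2.23 ± 0.33 (adjusted p = 1.42e-05). Under the same scaling the adjusted p of tRNA-Lys-CTT was 0.0703 in wild type and 0.0757 in the knockout clones.

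**Figure D3:**
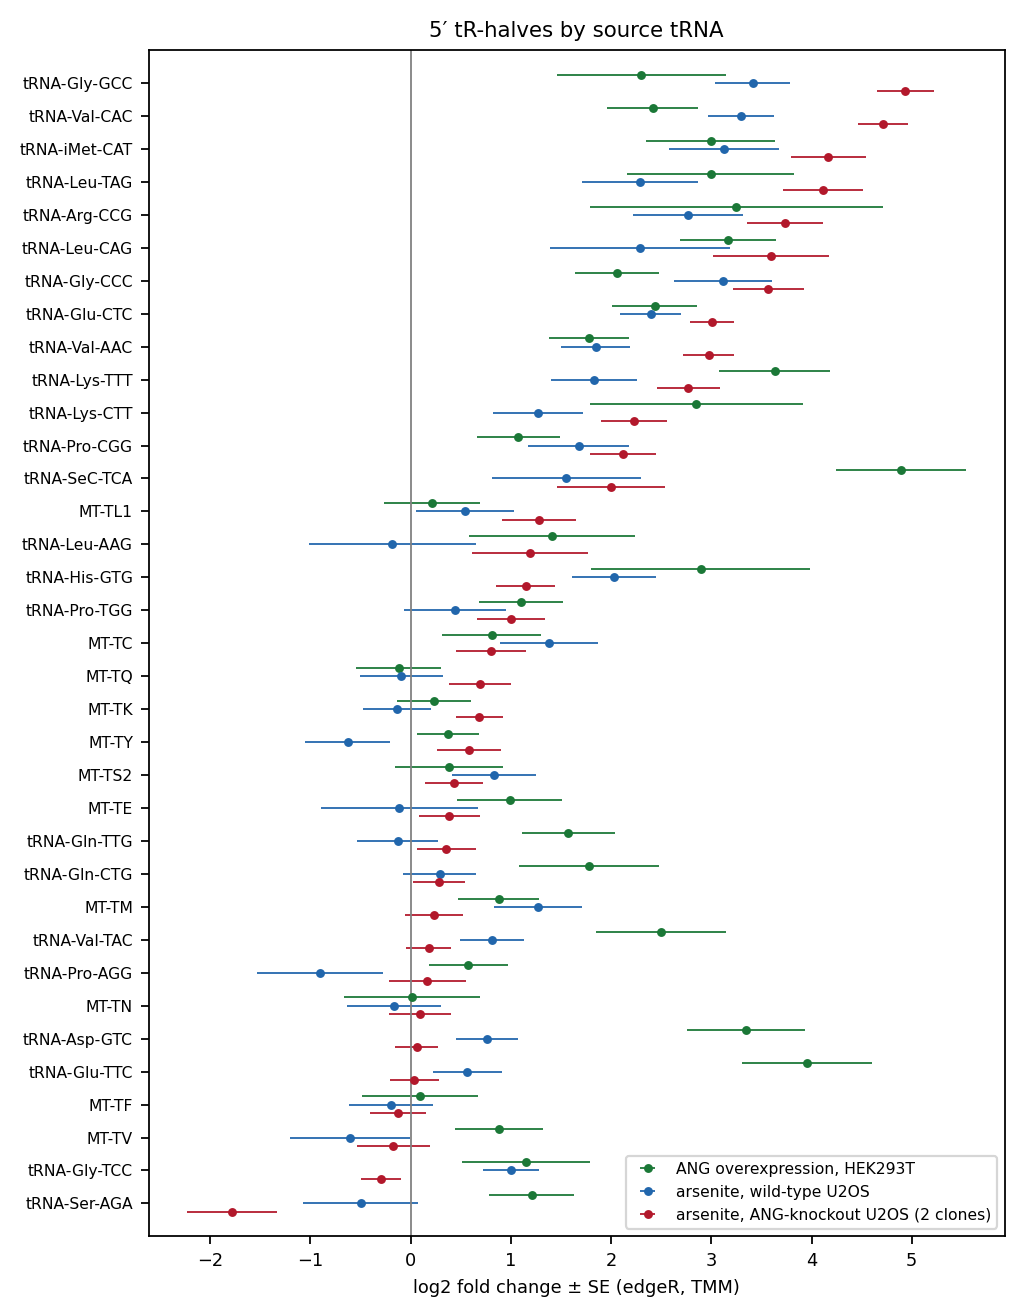
Log2 fold change ± SE (x axis; edgeR, TMM scaling) of the 5′ tR-halves of 35 tRNAs (y axis) under ANG overexpression in HEK293T (green), arsenite in wild-type U2OS (blue) and arsenite over the 2 ANG-knockout clones (red). The tRNA-Gly-GCC values were 2.30, 3.41 and 4.94, and those of tRNA-His-GTG 2.89, 2.03 and 1.15; scaled to 3′ CCA-tRF counts, the last of these was -0.19.

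The third comparison asked whether cells without ANG differ from wild type when untreated. No class share differed past the threshold (exact permutation p from 0.333 to 0.933; 4 libraries against 2 cannot give less than 0.0667). The 5′ tR-halves averaged 2.53% in wild type, 2.56% in clone 3 and 2.02% in clone 5, a difference of -0.243 points with a within-group SD of 0.586. In edgeR's test 4 of 349 fragments were changed, all higher in the knockout clones, and 47 had an unadjusted p under 0.05. With the replicate block 7 were changed (5 up, 2 down), while same-numbered untreated libraries of wild type and the clones had r = -0.049 and 0.099. With no filter on low counts 7 were changed. A filter of at least 10 counts in every library left 0 (35 with an unadjusted p under 0.05), but it takes out all 4 by itself because each has under 10 counts in a wild-type library, so it does not test them. The 1 fragment with a mean of at least 50 counts was the 5′ tR-halves of MT-TE, the mitochondrial tRNA for glutamate, which averaged 9.53 ± 10.7 CPM in wild type, 103 ± 15.2 in clone 3 and 102 ± 26.1 in clone 5 (SD, n = 2 each). Its log2 change was 3.61 ± 0.54 (adjusted p = 0.000862). The changed fragments also included the 3′ tR-halves of the mitochondrial MT-TD (7.14, edgeR adjusted p = 0.00165) and MT-TI (6.17, adjusted p = 0.0415). These averaged only 10.7 and 6 counts over the untreated libraries, so their changes rest on few reads. The changes of the 4 5′ tR-halves chosen beforehand lay between -0.53 and -0.20, with adjusted p-values of at least 0.401.

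Under arsenite, 134 fragments differed between the knockout clones and wild type (92 higher, 42 lower). With the replicate block 142 differed. The paired deviations of arsenite libraries had r = 0.315 for wild type and clone 3 but -0.238 for wild type and clone 5. With the numbers of the 2 arsenite libraries of clone 5 exchanged, a crossed replicate block chosen after seeing the data, 145 differed. Scaling to 3′ CCA-tRF counts gave 228, of which 223 were lower, so the number and the direction both depended on the scaling. The 3′ CCA-tRFs of tRNA-Cys-GCA were higher in the clones by 2.40 ± 0.31 (adjusted p = 5.31e-05) and those of tRNA-Tyr-GTA by 2.15 ± 0.28 (the same adjusted p); under the 3′ CCA-tRF scaling, which takes out most of any change these fragments share, tRNA-Tyr-GTA was at 0.46 (adjusted p = 0.0747). MT-TE 5′ tR-halves were higher by 4.11 ± 0.55. Lower were the 5′ tRFs of tRNA-Gly-TCC (-1.54 ± 0.24), the 5′ tR-halves of tRNA-Gly-TCC (-1.42 ± 0.23) and the 5′ tRFs of tRNA-Gly-CCC (-1.50 ± 0.25). The 5′ tR-halves of tRNA-Gly-GCC were higher by 0.99 ± 0.31 (adjusted p = 0.0158), and those of tRNA-His-GTG lower, at -1.11 ± 0.33 (adjusted p = 0.013). The wild-type and knockout libraries overlapped for tRNA-His-GTG: its fall was -0.49 on total fragment counts (adjusted p = 0.277), and it averaged 709 ± 456 CPM in wild type, 335 ± 132 in clone 3 and 322 ± 74.5 in clone 5. The 5′ tR-halves of tRNA-Glu-CTC (0.33 ± 0.25, adjusted p = 0.327) and tRNA-Lys-CTT (0.76 ± 0.40, adjusted p = 0.143) did not differ past the threshold. Scaled to 3′ CCA-tRF counts, tRNA-Gly-GCC, tRNA-Glu-CTC and tRNA-Lys-CTT were lower in the clones, at -0.71 (adjusted p = 0.0771), -1.38 (adjusted p = 0.00162) and -0.91 (adjusted p = 0.096), so tRNA-Glu-CTC passed in the lower direction.

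The difference between the arsenite responses of knockout and wild type was tested as an interaction in the same edgeR fit. The response differed in 75 fragments, 58 with a larger and 17 with a smaller log2 change in the knockout clones, and in 80 with the replicate block (paired r for untreated and arsenite libraries from -0.043 to 0.076). Of the 75, 23 were 3′ CCA-tRFs, 14 tRF-1 and 11 3′ tRFs, all with the larger value in the knockout clones under TMM. The median of all fragments was 0.45 under TMM and -1.15 when scaled to 3′ CCA-tRF counts. Relative to it the 3′ CCA-tRF median was 0.93 and 0.90, values that hardly move with the scaling by construction. Taken alone against wild type, clone 3 differed in 55 fragments and clone 5 in 4. Among the tR-halves, 3 of 35 5′ and 5 of 44 3′ passed. The strongest were the 3′ CCA-tRFs of tRNA-Tyr-GTA (2.03 ± 0.36), tRNA-Cys-GCA (2.15 ± 0.39) and tRNA-Leu-CAG (2.01 ± 0.37), each with an adjusted p of 0.00388. Scaled to 3′ CCA-tRF counts, 144 fragments passed and all had the smaller value in the knockout clones. The difference for the 5′ tR-halves of tRNA-Gly-GCC was 1.52 ± 0.42 (adjusted p = 0.0194) under TMM and -0.11 (adjusted p = 0.875) under that scaling. For tRNA-His-GTG it was -0.88 ± 0.50 (adjusted p = 0.223), for tRNA-Glu-CTC 0.61 ± 0.35 (adjusted p = 0.227) and for tRNA-Lys-CTT 0.96 ± 0.55 (adjusted p = 0.223). Scaled to 3′ CCA-tRF counts, the last 2 were -1.02 and -0.67. As shares, the 5′ tR-halves rose by 18.7 points on average in the 4 knockout pairs and by 6.17 in the 2 wild-type pairs. The exact permutation p of that difference was 0.0667, the smallest 15 arrangements can give (adjusted 0.133).

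The clones were also compared with each other when untreated, as a measure of how far 2 lines of one genotype differ. Of 349 fragments 7 differed (4 higher and 3 lower in clone 5), and 64 had an unadjusted p under 0.05. With the replicate block 16 differed, although paired untreated libraries of the clones had r = -0.165, and with no filter 20 differed. The misc-tRFs of tRNA-Trp-CCA were higher in clone 5 by 1.31 ± 0.28 (adjusted p = 0.0296), and the 5′ tRFs of tRNA-Pro-TGG and tRNA-Pro-AGG by 1.51 ± 0.36 and 1.48 ± 0.37 (adjusted p = 0.0469 for both). Whether the 2 proline fragments share reads was not tested. None of these 3 passed when scaled to total fragment counts without TMM.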

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

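Of the tests below, those of counting error and of scaling between libraries were chosen only after the result was seen. The rules by which these 2 and the test of differences between knockout clones are read were made stricter after their values were known, and all 3 then left the explanation open.

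In 4 class shares, 1 of the 4 untreated knockout libraries lay far from the other 3. Replicate 1 of clone 3 had 3.27% of its reads in 5′ tR-halves, and the others 1.84% to 2.02%. Replicate 2 of clone 5 had 11.9% in tRF-1, against 6.76% to 7.19%. Replicate 2 of clone 3 had 0.433% in tRNA-leaders, against 0.285% to 0.293%, and 48.2% in misc-tRFs, against 35.4% to 36.6%. Of 16 such gaps tested these 4 exceeded the critical value, and about 1 in 20 would by chance. The smallest of the 4 gaps was 3.98 times the width of a 95% interval, but every pair of replicates here differed by more than counting error (chi-square per degree of freedom at least 23.5), so this says little about these libraries. With nuclear tRNAs only, 3 of the 4 gaps still exceeded the critical value, namely those of the 5′ tR-halves, the tRF-1 and the misc-tRFs, so mitochondrial fragments alone do not account for these. The gap of the tRNA-leaders no longer exceeded it and cannot be told apart from that explanation. These 4 libraries are replicates or clones of one condition, and no biological explanation was tested.

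The arsenite response differed between the knockout clones and wild type in 75 fragments by a test of the difference itself. Of those named, the 3′ CCA-tRFs of tRNA-Tyr-GTA (2.03), tRNA-Cys-GCA (2.15) and tRNA-Leu-CAG (2.01) and the 5′ tR-halves of tRNA-Gly-GCC (1.52) had a larger log2 response in the knockout clones. The 3′ tR-halves of tRNA-Asp-GTC (-1.55), the 5′ tR-halves of tRNA-Gly-TCC (-1.30) and the misc-tRFs of tRNA-His-GTG (-1.25) had a smaller one. Scaled to 3′ CCA-tRF counts, tRNA-Gly-GCC was at -0.11. For the first 3 that scaling is no test, because it takes out what the 3′ CCA-tRFs share.

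Technical explanations were tested for this difference. For differences between knockout clones, the responses of clones 5 and 3 differed from each other in 0 fragments, with 38 at an unadjusted p under 0.05, although clone 3 alone differed from wild type in 55 and clone 5 alone in 4, so much of the count could rest on clone 3. For library depth, 20 thinnings of every U2OS library to 346666 reads left a median of 55 fragments (41 to 64), so depth may account for part of the count but not for all of it. For scaling between libraries, the log2 ratio of 3′ CCA-tRFs to 5′ tRFs, which no scaling changes, responded by 2.59 more in the knockout clones. It changed by -0.658 to -0.385 in the 2 wild-type pairs and by 1.62 to 3.10 in the 4 knockout pairs. These classes were chosen from the difference itself, so the ratio restates it for 2 classes and is no independent test. The 3′ CCA-tRF scaling moved the median of all fragments from 0.45 to -1.15, but relative to it the 3′ CCA-tRF median stayed at 0.93 and 0.90. A scaling shifts all fragments nearly alike, so this relative value hardly moves by construction. Scaling therefore leaves open the number of fragments and the sign of their differences. The larger response of the 3′ CCA-tRFs relative to the median fragment is not altered by scaling. That class was also chosen from the difference itself, so this is no independent test either. Differences between the clones cannot be told apart from the difference to wild type. The study has 1 wild-type line, so a difference of line, culture or exposure to arsenite cannot be told apart from the loss of ANG, and this was not tested. A difference of genotype may therefore stand only as a hypothesis.

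The share of the 3′ CCA-tRFs moved in opposite directions under arsenite, by -0.088 and -0.296 points in the 2 wild-type pairs and by 1.12 to 2.88 in the 4 knockout pairs, a difference of 1.99 points. The 3′ tRFs moved by -0.150 and -0.201 points in wild type and by 0.301 to 1.08 in the knockout clones, a difference of 0.766 points. An exact permutation test of each difference gave p = 0.0667, the smallest possible with 15 arrangements (adjusted 0.133), so neither can pass in this design. The pairs of clone 3 moved more than those of clone 5, by 2.88 and 1.76 against 1.12 and 1.43 points for the 3′ CCA-tRFs and by 1.08 and 0.606 against 0.301 and 0.378 for the 3′ tRFs. Differences between the clones and library depth were not tested for these shares, and the single wild-type line limits both.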

How the results depend on the processing

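Of 917 alternative values of 63 results for single fragments, 824 kept their direction and their side of the threshold, 41 were weaker, 7 stronger, 31 moved and 14 reversed. DESeq2, no filter and only the groups compared changed none of the single fragments they were run on. Of 107 alternative counts of changed fragments 71 stayed within 1.5 times the reported count. The cause of the changes below was not tested unless a value is given for it.

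The count of fragments changed by ANG overexpression (12) was 34 with DESeq2, 2 on total fragment counts, 7 with at least 10 counts in every library, 59 with the replicate block (paired r = 0.746), 91 with source tRNAs apart, and from 2 to 17 across the 6 fits that each left out one library. On simulated counts with the spread of the unblocked fit (0.651) edgeR called 0 of 60 changed fragments. With the blocked spread (0.275) it recovered 91.7%, so a larger spread lowers the count in simulation. Both simulations lacked a replicate effect and were fitted without a block, so they do not test the blocked fit. The real unblocked fit called 12 fragments, so the simulation at 0.651 does not match it.

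Source tRNAs apart, which raises the number of features tested, gave 222 for arsenite in wild type, 904 in the knockout clones, 672 over the 3 genotypes, 676 for knockout against wild type under arsenite and 402 for the difference of responses. Leaving out one library gave 169 to 204 in the knockout clones (8 fits), 164 to 184 over the 3 genotypes (12 fits), 107 to 137 for knockout under arsenite (4 fits) and 31 to 67 for the difference of responses (8 fits).

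For knockout against wild type untreated (4), the count was 2 on total fragment counts, 2 when scaled to 3′ CCA-tRF counts, 2 with source tRNAs apart, 7 with no filter, 7 with the replicate block (paired r = -0.049 and 0.099) and 2 to 5 across 4 leave-one-out fits. With at least 10 counts in every library it was 0, with 35 at an unadjusted p under 0.05, because this filter takes out all 4 fragments; it is no test of them.

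For the clones (7), it was 14 with DESeq2, 1 on total fragment counts, 20 with no filter, 16 with the replicate block (paired r = -0.165), 17 with only the groups compared and 11 with source tRNAs apart. It was 0 when scaled to 3′ CCA-tRF counts and 0 with at least 10 counts in every library, with 52 and 41 at an unadjusted p under 0.05; the filter takes out 3 of the 7.

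Scaling to 3′ CCA-tRF counts gave 228 for knockout under arsenite (5 up, 223 down) and 144 for the difference of responses (all down), and total fragment counts gave 114 for the latter (all up). The median log2 change of all fragments moved with it, from 0.30 to -1.38 and from 0.45 to -1.15, because the 3′ CCA-tRFs themselves respond differently (their share by 1.99 points). Under that scaling these 5′ tR-halves reversed: tRNA-His-GTG for arsenite in the knockout clones (-0.19); tRNA-Glu-CTC (-1.38), tRNA-Gly-GCC (-0.71) and tRNA-Lys-CTT (-0.91) for knockout under arsenite; and tRNA-Glu-CTC (-1.02), tRNA-Gly-GCC (-0.11) and tRNA-Lys-CTT (-0.67) for the difference of responses. Between the clones tRNA-His-GTG reversed under it (-0.076), on total fragment counts (-0.086) and with at least 10 counts in every library (-0.017). Across fits that each left out one library, tRNA-Lys-CTT ranged from -0.93 to 0.20 for knockout untreated and from -1.76 to 0.35 between the clones, and tRNA-His-GTG from -0.21 to 0.55 between the clones.

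Of the class shares, ANG overexpression moved the 3′ tR-halves by 2.51 points (exact p = 0.1) and the 3′ CCA-tRFs by -9.71 points with absolute counts. The tRF-1 moved by -3.65 points with absolute counts, against -14.9 points with fractionated counts. Absolute counts weight each read by the tRNAs it matches, so sizes in points do not compare between the 2 countings. With nuclear tRNAs only, the 3′ tR-halves moved by 1.82 points (exact p = 0.1). As a log2 ratio to 3′ CCA-tRF counts the change under ANG reversed for 5′ tRFs (0.80), tRF-1 (0.083) and tRNA-leaders (0.27). Leaving out one library gave 22.6 to 40.9 points for 5′ tR-halves, -0.702 to 0.125 for 5′ tRFs, 1.13 to 2.07 for 3′ tR-halves, -6.62 to -4.39 for 3′ CCA-tRFs and -21.8 to -4.86 for tRF-1.

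Under arsenite the log2 ratio of the 3′ tR-halves was 0.37 and no longer passed (exact p = 0.435), and it reversed for 3′ tRFs (-0.48) and tRNA-leaders (-0.63); with nuclear tRNAs only the tRNA-leaders reversed too (-0.017). With absolute counts the tRF-1 moved by -0.793 points, against -5.90 points with fractionated counts (exact p = 0.0093 for both). For the same reason as above, these sizes do not compare. Leaving out one library gave 14.04 to 15.06 points for 5′ tR-halves, 1.36 to 1.72 for 3′ tR-halves, -6.71 to -5.09 for tRF-1 and 1 to 1.27 for 3′ CCA-tRFs, which passed in 2 of the 12 fits.

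For knockout against wild type untreated, the 3′ tRFs reversed with nuclear tRNAs only (0.001), and the log2 ratios of tRF-1 (-0.004) and misc-tRFs (-0.022) reversed. Leaving out one library gave -0.571 to -0.094 for 5′ tR-halves, -0.018 to 0.448 for 3′ tR-halves, 0.011 to 0.161 for 3′ CCA-tRFs, -0.029 to 0.031 for 3′ tRFs and -0.151 to 1.55 for tRF-1.

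Only the groups compared was not run for ANG overexpression, for arsenite over the 3 genotypes or for the difference of responses, where it is the same set of libraries. Fits that left 1 library in an arm gave values without tests, so they give no count. The log2 ratio to 3′ CCA-tRF counts has no value for the 3′ CCA-tRFs themselves.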

Other observations

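Of the tests below, those of the other splits, of a shared batch, of scaling between libraries and of one clone only for MT-TE were chosen only after the result was seen.

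The 6 HEK293T libraries allow 4 splits that part every same-numbered pair, and 1 of them, the real one, gave as many as 12 changed fragments; the same held for 1 of all 10 splits. With so few splits the design cannot rule out such a grouping. For arsenite in the knockout clones 1 of 8 splits, the real one, gave as many, which is again too few. Over the 3 genotypes 1 of 32 did, and the next largest count, 132, came from exchanging both wild-type pairs. Without the tRF-1 of tRNA-Ser-TGA, the most abundant fragment of 5 of the 6 HEK293T libraries, the number of fragments changed by ANG was again 12. The count alone does not show whether these were the same fragments.

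Replicate 1 of both HEK293T groups departed from replicates 2 and 3. The deviations of same-numbered libraries correlated with r = 0.746 across fragments, which is consistent with a shared batch behind the replicate number. With 289 nuclear fragments only, r was 0.648 (-0.237 for different numbers), so mitochondrial fragments alone do not account for it. Replicate 1 alone could carry this correlation, so it does not show that replicates 2 and 3 pair by number. Fragments are not independent replicates.

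Under arsenite all 38 nuclear tRF-1 fell in wild type (median log2 -3.41), while the 7 mitochondrial ones had a median of -0.35, a difference of -3.06 (permutation p = 6e-05). In the knockout clones the medians were -2.19 and 0.99, a difference of -3.17 (permutation p = 4e-05). These tests permute fragments measured in the same libraries, so their p-values do not measure the spread between cultures. The mitochondrial tRF-1 were partly scarce, with mean counts of 5.5 (MT-TD) to 173.5 (MT-TV) in the untreated knockout libraries. Scaling between libraries does not account for the fall: the median tRF-1 change itself was between -3.39 and -1.57 under 4 scalings in both genotypes, and a scaling common to all fragments does not alter the difference between nuclear and mitochondrial tRF-1. A lower supply of nuclear precursor tRNA may lie behind it, as may faster loss of the trailers, which was not tested.

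The 5′ tR-halves of tRNA-His-GTG were lower in arsenite-treated knockout clones than in wild type by -1.08 in clone 3 and -1.14 in clone 5 (edgeR adjusted p = 0.0466 and 0.0369), so one clone only does not account for it. Both clones were compared with the same wild-type libraries, so a deviating wild-type library would move both, and this test cannot exclude that. For scaling between libraries, the fragment was lower under 4 scalings and past the threshold under 3 of them. On total fragment counts its fall was -0.485 and did not pass (adjusted p = 0.277). The median of all fragments moved too, from 0.30 under TMM to 0.94 on total fragment counts. The weaker fall thus goes with a shift of all fragments and says nothing specific about tRNA-His-GTG. Whether this fragment itself fell cannot be told apart from an effect of scaling. The wild-type and knockout libraries also overlapped. The difference of responses was not past the threshold (-0.88, adjusted p = 0.223), so a need for ANG may be stated for this fragment only as a hypothesis.

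MT-TE 5′ tR-halves were higher in both untreated clones, by 3.61 in each (3.6069 and 3.6128), so one clone only does not account for it. Both values rest on the same wild-type libraries, so they are not independent. The MT-TE reads summed over all classes changed by -0.475 untreated and -0.484 under arsenite, but this fragment made up 0.0453% to 4.80% of that sum in the untreated libraries, so the sum cannot show whether the rise came from a shift between fragment classes. The wild-type libraries had 11 and 2 untreated reads of this fragment. A difference in mitochondrial sequence or culture between the lines was not tested.

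Across 35 tRNAs, the log2 changes of 5′ tR-halves under ANG overexpression and under arsenite in wild type correlated, with Spearman's rho 0.621 (permutation p = 0.00012, adjusted over 6 correlations 0.00024) and Pearson's r 0.594 (permutation p = 2e-04), or r = 0.69 without the 2 farthest. This is consistent with a shared response, but with the 24 nuclear tRNAs alone rho was 0.402 (permutation p = 0.0521, adjusted 0.0625) and r was 0.424 (permutation p = 0.0383), or 0.384 without the 2 farthest, so the relation was weaker there and rho did not pass. For overexpression and arsenite in the knockout clones rho was 0.422 (permutation p = 0.0122, adjusted 0.0183) and r 0.492 (permutation p = 0.00289); with nuclear tRNAs rho was 0.281 (permutation p = 0.184) and r 0.324 (permutation p = 0.122). Between wild type and knockout clones under arsenite rho was 0.796 and r 0.875, and with nuclear tRNAs 0.873 and 0.893 (permutation p = 1e-05 for each, the smallest possible; adjusted 3e-05 for both rho). The tRNAs are not independent replicates.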
